# Alternative Splicing of Differentiated Myeloid Cell Transcripts after Infection by *Anaplasma phagocytophilum* Impacts a Selective Group of Cellular Programs

**DOI:** 10.3389/fcimb.2018.00014

**Published:** 2018-02-02

**Authors:** J. Stephen Dumler, Sara H. Sinclair, Amol C. Shetty

**Keywords:** *Anaplasma phagocytophilum*, intracellular infection, RNA isoforms, RNAseq, spliceosome, gene ontology

## Abstract

Eukaryotic proteome diversity exceeds that encoded within individual genes, and results in part from alternative splicing events of pre-messenger RNA. The diversity of these splicing events can shape the outcome in development and differentiation of normal tissues, and is important in pathogenic circumstances such as cancer and some heritable conditions. A role for alternative splicing of eukaryotic genes in response to viral and intracellular bacterial infections has only recently been recognized, and plays an important role in providing fitness for microbial survival, while potentially enhancing pathogenicity. *Anaplasma phagocytophilum* survives within mammalian neutrophils by reshaping transcriptional programs that govern cellular functions. We applied next generation RNAseq to ATRA-differentiated HL-60 cells established to possess transcriptional and functional responses similar to *A. phagocytophilum*-infected human neutrophils. This demonstrated an increase in transcripts with infection and high proportion of alternatively spliced transcript events (ASEs) for which predicted gene ontology processes were in part distinct from those identified by evaluation of single transcripts or gene-level analyses alone. The alternative isoforms are not on average shorter, and no alternative splicing in genes encoding spliceosome components is noted. Although not evident at gene-level analyses, individual spliceosome transcripts that impact nearly all spliceosome components were significantly upregulated. How the distinct GO processes predicted by ASEs are regulated by infection and whether they are relevant to fitness or pathogenicity of *A. phagocytophilum* should be addressed in more detailed studies.

## Introduction

The small genomes of many obligate intracellular bacteria provide a conundrum as to the limited genomic resources required to promote fitness in the environment of a host cell with a genome reservoir thousands times greater. Recent years have demonstrated the interplay between the genomic products of intracellular bacteria and those of their host cells, including an increasing body of literature implicating direct action on the host genome by microbial effectors (Bierne and Cossart, 2012; Sinclair et al., 2014; Prokop et al., 2017). Such is the case with the tick-transmitted obligate intracellular rickettsia, *Anaplasma phagocytophilum* (Garcia-Garcia et al., 2009a,b; Rennoll-Bankert et al., 2015; Sinclair et al., 2015; Dumler et al., 2016). While its reserves of effectors are multiple and many have moonlighting functions (Lin et al., 2007; Truchan et al., 2013), the extent of neutrophil reprogramming that impacts bacterial fitness after infection is difficult to explain (Carlyon et al., 2002; Choi and Dumler, 2003; Choi et al., 2003, 2004a, 2005; Park et al., 2003; Garyu et al., 2005; Carlyon and Fikrig, 2006). Chromatin reconfiguration and transcriptional reprogramming under the control of microbial effectors, including AnkA, demonstrate that the extended genome of *A. phagocytophilum* includes those targets in the genome of the host cell as well.

*A. phagocytophilum* reprogramming of specific functions, such as respiratory burst driven by AnkA recruitment of HDAC-1 to the promoter of *CYBB* is an example of *cis*-gene silencing by restructuring of chromatin histone H3 at the gene promoter (Garcia-Garcia et al., 2009a,b; Rennoll-Bankert et al., 2015), yet global reprogramming becomes a greater challenge to explain. Although AnkA binds genomic sites broadly across every human chromosome in human model systems, a direct link between AnkA binding and transcriptional program changes is still not well-investigated (Park et al., 2004; Dumler et al., 2016). Stronger candidates for transcriptional and functional reprogramming include the sequestration of AnkA-bound DNA into the nuclear lamina that reshapes nuclear architecture and potentially cellular programs, and the magnitude of host cell DNA methylation after infection across all genomic features which provide opportunities for further exploration (Sinclair et al., 2015; Dumler et al., 2016). While transcriptional regulation is governed by many factors, the RNA landscape of cells plays a major role in events such as induced pluripotent stem cell reprogramming (Gamazon and Stranger, 2014), cellular differentiation (Fiszbein and Kornblihtt, 2017; Keightley and Lieschke, 2017), and oncogenesis (Narayanan et al., 2017). In fact, the RNA landscapes before and after infection by viruses and bacteria such as *Mycobacterium tuberculosis* and *Mycoplasma pneumoniae* demonstrate a role for alternative transcript splicing events as key fitness determinants that regulate intracellular survival and transmission (Akusjarvi, 2008; Boudreault et al., 2016; Hu et al., 2016; Graham and Faizo, 2017; Kalam et al., 2017; Wang et al., 2017). While methylated DNA in exons is well-known to play a role in alternative splicing events (ASEs), a role for this in infections has not been examined (Shukla et al., 2011; Maunakea et al., 2013; Lev Maor et al., 2015).

In this work, we interrogate a model of all-trans retinoic acid (ATRA)-differentiated HL-60 cells infected by *A. phagocytophilum* that we previously demonstrated to have transcriptional profiles most closely similar to *ex vivo* human neutrophils (Rennoll-Bankert et al., 2014), and demonstrate that ASEs occur in 18% of over 600 differentially expressed transcripts. Gene ontology processes enriched within this subset of genes that undergo alternative splicing map to unique pathways not identified by gene-level analyses. The lack of marked changes in alternative splicing among spliceosome genes as observed with *M. tuberculosis* infection of macrophages, and the lack of a significant change in overall transcript size among ASEs as observed with viral infection demonstrate that *A. phagocytophilum* infection is associated with a distinct profile of ASEs. These findings provide additional support for the role that alternative splicing plays in infection and microbial fitness within intracellular niches, and provides another example of complexity in how microbes regulate host gene expression via alternative splicing.

## Materials and methods

### *A. phagocytophilum* infection in ATRA-differentiated HL-60 cell model

We used the model as we previously described (Rennoll-Bankert et al., 2014). Briefly, the human promyelocytic HL-60 (ATCC CCL-240) cell line was purchased from American Type Culture Collection (Manassas, VA). HL-60 cells were differentiated 5 days with 1 μM ATRA prior to infection. Cells were grown in a humidified incubator at 37°C with 5% CO_2_. Cell density was kept <10^6^ cells mL^−1^ by diluting with fresh medium. Infection was established by inoculating low passage (<10 passages *in vitro*) *A. phagocytophilum* (Webster strain^T^)-infected HL-60 cells into freshly prepared HL-60 cells to contain ~20% infected cells. After infection was established, the proportion of infected cells was adjusted to 10–20% with uninfected HL-60 cells and ATRA was added to the medium. After 5 days, triplicate cultures that contained >90% infected cells and triplicate uninfected cultures were harvested. RNA was prepared using the Zymo Quick-RNA miniprep (Irvine, CA) kit. Control ATRA-differentiated HL-60 cells were maintained in parallel but uninfected.

### TruSeq RNA-Seq libraries, and illumina HiSeq2000 sequencing

Illumina RNA-Seq libraries were prepared with the TruSeq RNA Sample Prep kit (Illumina, San Diego, CA) per manufacturer's protocol. Adapters containing six nucleotide indexes were ligated to the double-stranded cDNA. The DNA was purified between enzymatic reactions and library size selection was performed with AMPure XT beads (Beckman Coulter Genomics, Danvers, MA). Libraries were multiplexed in two groups of three per flowcell lane using a 100 bp paired-end run.

### RNAseq alignment and visualization

The RNAseq alignment and visualization pipeline used the FastX-toolkit (http://hannonlab.cshl.edu/fastx_toolkit/) for quality control and read trimming. Subsequently, short RNAseq reads were aligned using TopHat, a splice-aware aligner which is specifically built upon the Bowtie short read aligner for eukaryotic genomes (Trapnell et al., 2009; Langmead, 2010; Langmead and Salzberg, 2012) against the GRCh37 human genome.

### RNAseq differential expression analysis

The pipeline output was used to perform differential gene expression by fold-change calculations on normalized RPKM (Mortazavi et al., 2008) (reads per kilobase per million mapped reads) values to measure gene level expression or FPKM (fragments per kilobase per million) values to measure isoform level expression. We used Cuffdiff (Trapnell et al., 2010) to identify differentially expressed genes or isoforms under infected and uninfected conditions. To compare results with previous expression profiling studies of *A. phagocytophilum* infection in human myeloid cells and primary neutrophils, differentially expressed genes from five other studies (Borjesson et al., 2005; de la Fuente et al., 2005; Pedra et al., 2005; Lee and Goodman, 2006; Lee et al., 2008), all conducted using microarray technologies, were compared for shared differentially regulated genes and for GO processes (Gene Ontology enRIchment anaLysis and visuaLizAtion tool [Gorilla] http://cbl-gorilla.cs.technion.ac.il/) (Eden et al., 2009) predicted based on those differentially regulated genes. Comparisons were visualized by creating Venn diagrams (http://bioinforx.com/free/bxarrays/venndiagram.php) using all differentially-expressed genes identified at *p*-values below 0.05 and absolute log_2_ fold change >1, and by comparing GO processes numbers identified when analyzing each of the sets of differentially expressed genes.

### Analysis of alternative splicing

ASEs were identified by comparison of individual transcripts to gene records, and filtered to keep only isoform data with at least two replicates for both *A. phagocytophilum*-infected ATRA-differentiated HL-60 cells and uninfected cells. Events with a *p*-value < 0.05 were retained. To ensure higher stringency, the ASEs were further filtered with a cutoff *Q*-value < 0.05 and fold-change in isoform transcription between infected and uninfected conditions greater than 2 to obtain a total initial set. Further filtering to assure sufficient transcript number included only isoforms for which FPKM was >1; these were evaluated for percent spliced-in (PSI) metrics, as described previously (Wang et al., 2008; Boudreault et al., 2016). In brief, PSI estimates diversity of transcript isoforms (to characterize inclusion of exon, differential splice-site choice, intron retention, etc.) for a single gene as a function of the longest isoform/longest + shorter isoforms (ψ = L/(L+S)). From these events, only those with a difference higher than 7.5% in PSI among infected cells were considered biologically relevant.

### Analysis of changes in spliceosome-associated isoform expression

To analyze the participation of regulated expression of spliceosome components on alternative splicing events, a list of genes involved in splicing events was downloaded from the spliceosome database (http://spliceosomedb.ucsc.edu). This list included 135 genes involved in splicing that were used to query the differentially transcribed genes and identified by RNAseq. The spliceosome genes were then further queried to identify whether other isoform variants were differentially expressed in either infected of uninfected cells, and to determine whether the isoforms identified were considered the principal variant, or one of several alternative splicing events that could impact expression and therefore splicing events.

### Gene ontology analysis of gene-level and transcript isoform-level expression

In order to discern specific pathways enriched with infection, Gene Ontology analysis was conducted using the gene-level differentially expressed genes, using genes identified by all isoforms, and genes with alternatively spliced isoforms that were significantly expressed. The GO analyses were conducted using Gorilla, as above, and for specific ASE isoforms, Panther GO was used (http://www.pantherdb.org/). For gene-level analyses, differentially expressed genes were compared with the GRCh37 list of genes as background; for transcript analyses, differentially expressed gene IDs derived from the transcript were examined using all transcripts identified by RNAseq that met quality control conditions as background; for transcripts with alternatively spliced isoforms, the list was ranked by absolute value of ΔPSI before GO process analysis compared with all differentially expressed transcripts, after assigning transcripts to specific gene IDs. GO Processes with *p*-values < 1.00E-03 were used for constructing graphical and Venn diagrams (http://bioinforx.com/free/bxarrays/venndiagram.php). GO Processes were ranked by –log_10_ *p*-value (pval) for display.

## Results

### RNAseq transcriptome of *A. phagocytophilum*-infected ATRA-differentiated HL-60 cells

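RNA was sequenced from 3 cultures of A. phagocytophilum-infected and 3 cultures of uninfected HL-60 cells, a human promyelocytic leukemia line that all-trans retinoic acid (ATRA) drives toward granulocytes. The cells had been treated with 1 μM ATRA for 5 days before infection. The infected cultures were harvested 5 days after established infection had been diluted with uninfected cells and ATRA added. They then held more than 90% infected cells. The uninfected cultures were maintained in parallel. In the labels, the source name of the 3 uninfected samples is the promyelocytic HL-60 line. Their cell-line entry and the paper's methods give ATRA-differentiated cells, which was followed here. Libraries were read as 100 bp paired ends, aligned by the authors with TopHat to GRCh37, and deposited as the number of reads counted on each gene, without normalization. The total count on genes was 30041375, 27601965 and 31494283 in infected replicates 1, 2 and 3, with a median of 30041375. In uninfected replicates 1, 2 and 3 it was 30908935, 27721499 and 27956754, with a median of 27956754. These totals are counts on genes, not sequenced reads, and all values given here use them. At these totals the floor of 3 counts corresponds to between 0.0953 and 0.109 CPM, here the count on a gene scaled by the library total. The CPM of single genes given at the claims are scaled by the library total times its TMM factor. The paper's text does not name the tool or annotation used for counting.

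The counts were tested with edgeR's quasi-likelihood test after trimmed mean of M values (TMM) normalization, over the 14985 genes that edgeR's filterByExpr kept. The TMM factors lay between 0.973 and 1.03. Replicates of one condition were separate libraries, since the chi-square per degree of freedom between any pair was at least 3.54. The correlation of log2 CPM was between 0.991 and 0.996 within conditions and between 0.965 and 0.968 across them. The 10 genes with the most counts held 7.15% ± 0.426 (SD, n = 3) of the counts in infected and 8.72% ± 0.167 (SD, n = 3) in uninfected cultures. Mitochondrial genes held 5.59% ± 0.562 (SD, n = 3) and 6.78% ± 0.142 (SD, n = 3). The paper does not give which 3 libraries shared each of the 2 lanes, so values inside each lane could not be given.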

Read metrics indicated high quality results for RNAseq, with averages of > 81,000,000 and 89,000,000 reads for infected and uninfected cells, respectively, with >85 and 75% mapped, respectively, and >93.5% mapped to exons in both conditions (Figures S1, S2). A total of 1,740 differentially-expressed genes were identified after QC measures with *A. phagocytophilum* infection, including 968 upregulated and 772 downregulated more than 2-fold compared to uninfected ATRA-differentiated HL-60 cells. 

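At an unadjusted p under 0.05 and more than 2-fold change, 1626 of the 14985 genes tested were differentially expressed, 905 upregulated and 721 downregulated with infection. With Benjamini-Hochberg adjustment in edgeR's quasi-likelihood test, 1613 genes passed, 899 upregulated and 714 downregulated. Of the 905 upregulated genes, 896 were higher in every infected culture than in every uninfected culture, and 710 of the 721 downregulated genes were lower in every infected culture. The biological coefficient of variation between replicates was 8.62%. The labels number the replicates 1 to 3 in both groups. Across genes, which are not independent replicates, deviations from the group mean correlated at -0.10, 0.22 and 0.26 between infected and uninfected replicates 1, 2 and 3, and at 0.25 between infected replicate 1 and uninfected replicate 2. With the replicate number as a block 1637 genes passed the unadjusted threshold and 1634 the adjusted one. The count moved most when the fold-change threshold was dropped, to 8303 genes. Without a filter on low counts it was 2584. With edgeR's glmTreat against a 2-fold change it fell to 1163, 701 upregulated and 462 downregulated.

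Among genes with at least 10 CPM in one of the groups, the largest increase was at IFIT2 (ENSG00000119922, chromosome 10 of GRCh37 from 91043451 to 91069028), from 0.589 ± 0.0547 CPM (SD, n = 3) in uninfected to 98.9 ± 16.7 CPM (SD, n = 3) in infected cultures. Its log2 fold change was 7.39 (standard error 0.18, adjusted p = 1.98e-09 from edgeR's quasi-likelihood test). IFIT1, FAM89A, EBI3 and GDF15 followed with log2 fold changes of 7.09, 5.21, 5.20 and 4.97. The largest decrease was at RGMA (ENSG00000182175, chromosome 15 from 93578501 to 93632440), from 16.8 ± 0.267 CPM (SD, n = 3) to 1.64 ± 0.259 CPM (SD, n = 3). Its log2 fold change was -3.35 (standard error 0.13, adjusted p = 1.84e-08 from the same edgeR test). ABTB3, RET, CCR2 and KRT16 followed with log2 fold changes of -3.16, -2.78, -2.78 and -2.67. Complete separation between the groups was, with an adjusted p under 0.05, among the conditions for naming these 10 genes. From the comparison of these cultures the paper states how many genes were upregulated and downregulated.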

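The median of log2(CPM + 0.1) over the genes kept by the filter on low counts, with CPM from each library's total count, was 4.26 ± 0.024 (SD, n = 3) in infected and 4.22 ± 0.022 (SD, n = 3) in uninfected cultures. The difference was 0.034 on the log2 scale (two-sided exact permutation test, p = 0.2, where 0.1 is the smallest p that 3 cultures against 3 allow). Infected replicates 1, 2 and 3 were above the uninfected cultures with the same number by 0.011, 0.054 and 0.037 on the log2 scale (two-sided exact sign-flip permutation test, chosen after the values had been seen, p = 0.25, the smallest p that 3 pairs allow). As RPKM with exon-union gene lengths from the annotation, the difference was 0.053 (p = 0.2 from the same exact permutation test). The difference changed sign to -0.082 when the median of each culture was taken over the genes with a count in that culture, without a pseudocount. It was -0.0092 with CPM by TMM effective library size, a scaling that centres the log ratios between libraries. A CPM of at least 1 was reached by 12685 ± 128 genes (SD, n = 3) in infected and 12624 ± 33.5 genes (SD, n = 3) in uninfected cultures, a difference of 60.7 genes (p = 0.4, exact permutation test; p = 0.5 from the exact sign-flip test over pairs).

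**Figure D1:**
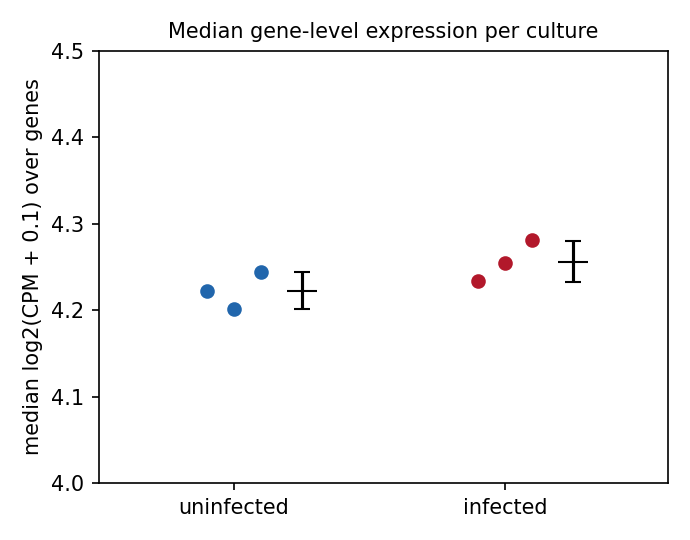
Median over genes of log2(CPM + 0.1) in each culture, with uninfected cultures in blue and infected cultures in red; points are cultures and the black bars are the mean and SD of 3 cultures. The axis does not start at 0; the uninfected cultures lie between 4.20 and 4.24 and the infected cultures between 4.23 and 4.28.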

To assess the overall change in gene-level transcript reads between infected and uninfected cells, we examined the number of gene-level transcripts in RPKM infected and uninfected cells and found there was a marked increase in transcripts with infection (Figure 1). Similarly, when the number of gene transcripts in infected and uninfected cells was examined with respect to differential transcription, there was an increase in transcript quantities among upregulated genes with infection (Figure 2). 

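Over the 905 upregulated genes, the median log2(CPM + 0.1) was 2.08 ± 0.083 (SD, n = 3) in infected and 0.25 ± 0.034 (SD, n = 3) in uninfected cultures. These genes held 2.68% ± 0.0704 (SD, n = 3) of all counts in infected cultures and 0.940% ± 0.00377 (SD, n = 3) in uninfected cultures. Over the 721 downregulated genes, the median fell from 2.02 ± 0.021 (SD, n = 3) in uninfected to 0.66 ± 0.043 (SD, n = 3) in infected cultures, and their share of counts went from 4.06% ± 0.0163 (SD, n = 3) to 1.54% ± 0.0537 (SD, n = 3). The share on upregulated genes minus that on downregulated genes therefore differed by 4.26 percentage points between the groups. With genes called on library totals alone the difference was 4.36 percentage points. No test is given, because the genes were chosen on the same cultures.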

To determine which biological pathways were most impacted by the changes in gene-level transcription, we conducted GO process analysis using a set of 1353 genes recognized within the GO gene term sets. A total of 64 GO processes were enriched with *p*-values ranging from < 0.001 to 1.16 × 10^−7^, and ranging in enrichment from 1.07 to 1353. As anticipated from prior *A. phagocytophilum* transcriptome studies in human myeloid cells, processes identified with GO analysis included cell surface receptor signaling pathways, processes related to immune system and interferon-gamma-mediated signaling, to antigen processing via MHC and regulation of apoptosis/cell death (Figure 3). 

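Gene lists written by hand for these processes, which are not the GO term lists, were tested with edgeR's camera, with Benjamini-Hochberg adjustment over 9 lists. Of the 15 genes listed for HLA class II antigen presentation, 9 passed the filter on low counts and were tested. The others had few or no counts in both groups, so no rise is claimed for them. The 9 tested genes had a median log2 fold change of 3.43, and all 9 rose more than 2-fold (camera, adjusted p = 1.68e-20). With the replicate number as a block the median was 3.43 as well. HLA-DRA (ENSG00000204287, chromosome 6 of GRCh37 from 32407655 to 32412823) was at 9.10 ± 1.22 CPM (SD, n = 3) in infected and 0.185 ± 0.0966 CPM (SD, n = 3) in uninfected cultures. HLA-DPA1 rose by 5.47 on the log2 scale from 0.0229 CPM, which is below the floor of 3 counts. The largest values of the list, up to 7.91, belong to genes with 0 CPM in uninfected cultures, so their size is set by the prior count added in the fit. The HLA genes are a multigene family whose reads the counting could have split between members. The 15 tested genes of HLA class I antigen presentation had a median of 0.17, none of them rose more than 2-fold, and the list did not pass the adjusted threshold (camera, adjusted p = 0.0599). HLA-B changed by 0.35 (standard error 0.085, adjusted p = 0.00571 from edgeR's quasi-likelihood test).

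The 33 tested genes of interferon signaling had a median of 1.32, with 17 of them higher by more than 2-fold and a range from -0.46 to 7.39 (camera, adjusted p = 1.36e-20; median 1.32 with the replicate block). The interferon-gamma receptor genes IFNGR1 and IFNGR2 rose by 0.29 and 0.54. The list for the BCL2 and IAP families also held related apoptosis regulators. Its 22 tested genes had a median of 0.41, with 6 higher and 2 lower by more than 2-fold (camera, adjusted p = 0.00306; median 0.42 with the replicate block). It mixes genes that block apoptosis with genes that promote it, so its median gives no direction for apoptosis. BCL2 had a log2 fold change of -1.56 and BCL2L1 of 0.43. These genes are named for their place in the list and do not stand for its other members.

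**Figure D2:**
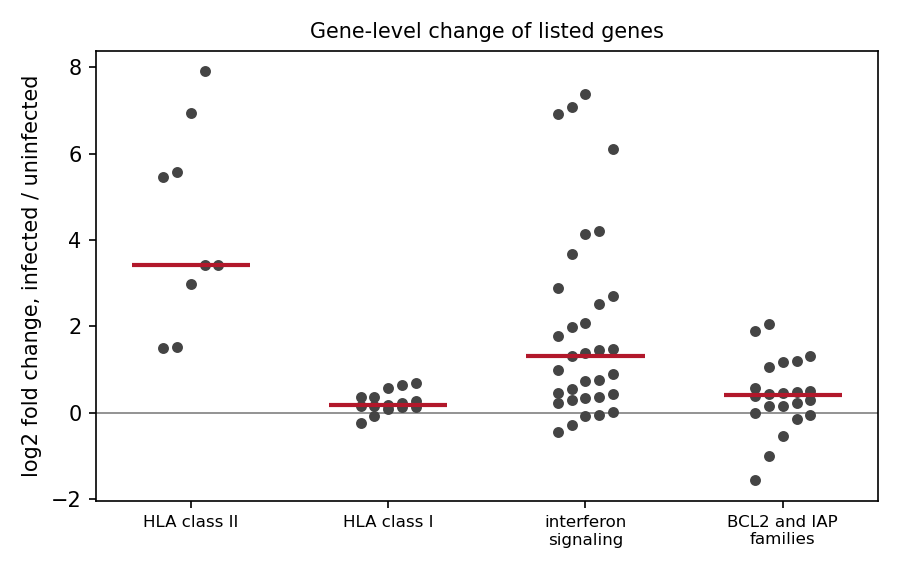
Log2 fold change, infected over uninfected cultures, of each tested gene in the lists for HLA class II, HLA class I, interferon signaling and the BCL2 and IAP families; points are genes and the red line is the median of the list. The HLA class II genes lie between 1.51 and 7.91, the largest of them for genes with 0 CPM in uninfected cultures, and the HLA class I genes between -0.23 and 0.68.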

Compared to other expression profiling studies that examined myeloid cell gene expression with *A. phagocytophilum* infection by microarray, there was only a small proportion of differentially expressed genes shared among any of the studies (Figure 4A), suggesting that a core set of genes are likely to regulate most functions in response to or controlled by *A. phagocytophilum*. However, since most studies identified similar altered transcriptional programs, GO analysis and comparison of enrich GO processes with each study showed a higher degree of similarity for all but the studies of de la Fuente et al. (2005) (Figure 4B).

**Figure 1:**
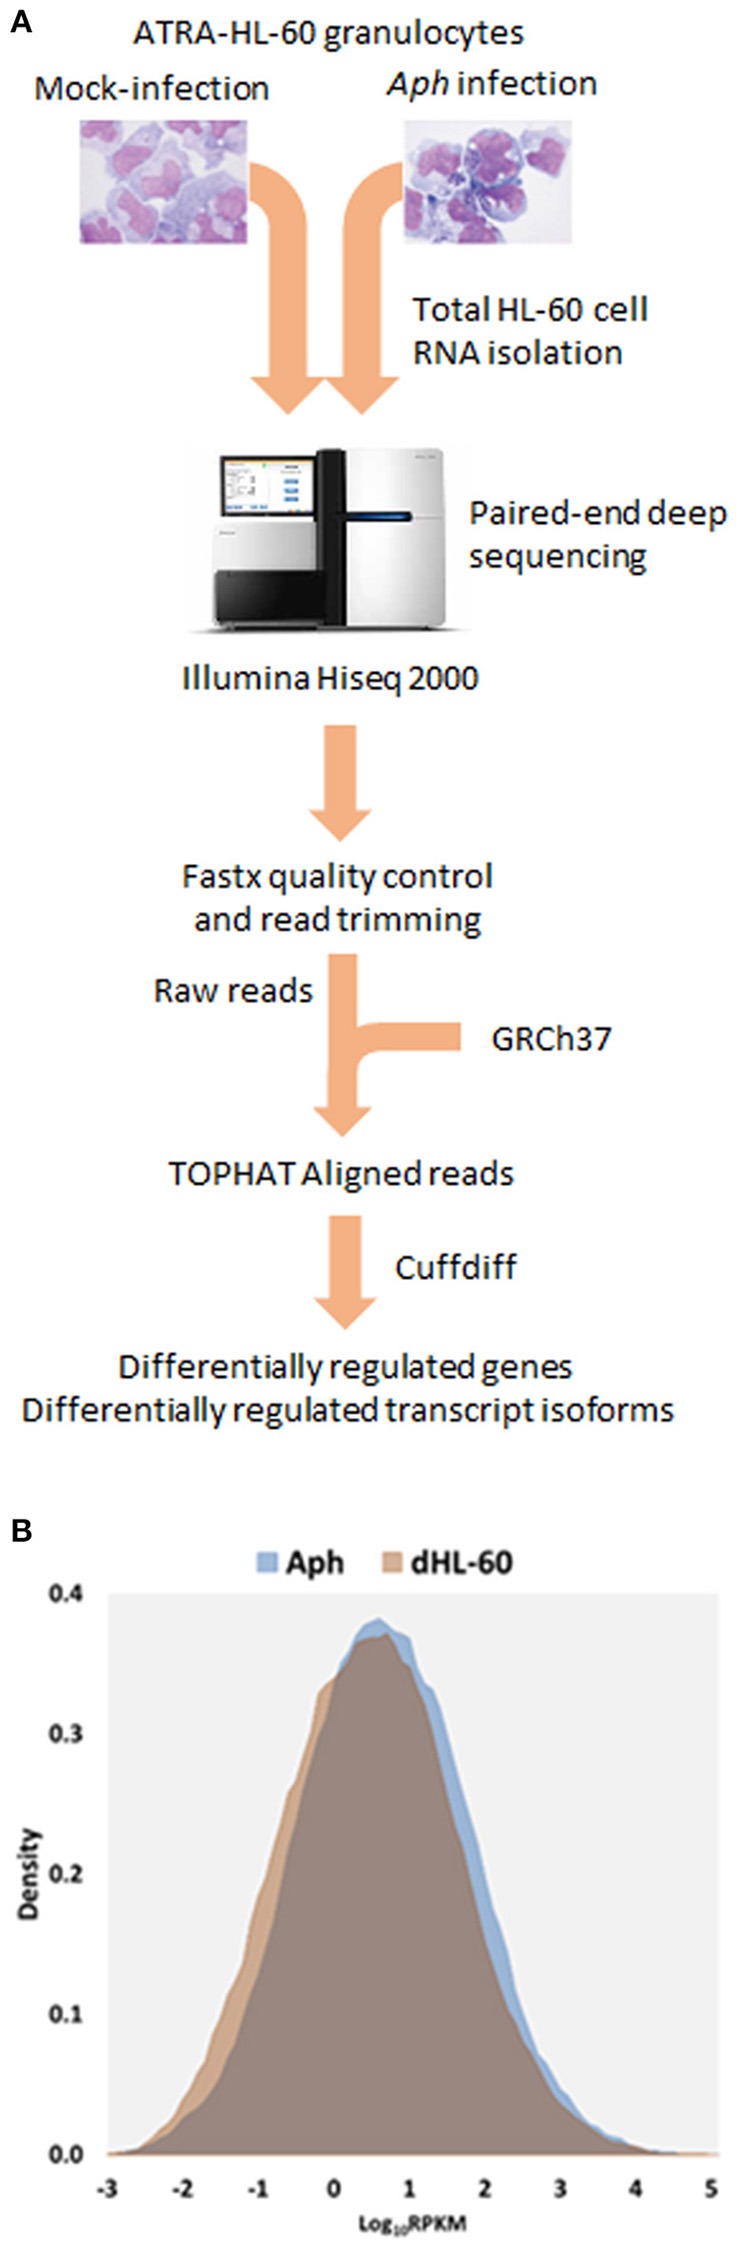
**(A)** Flow-chart of the RNAseq experiments. *A. phagocytophilum*-infected and uninfected ATRA differentiated HL-60 granulocytes were propagated for 5 days until heavily infected; total host RNA was isolated and sent for RNAseq, and then raw reads were assembled after RNAseq, to obtain RPMK (gene level analyses) and FPMK (transcript-level analyses). **(B)** Density plots overlaying distribution of gene level RPKM in *A. phagocytophilum* infected and uninfected ATRA-differentiated HL-60 cells. Note the marked increase in overall gene-level transcript quantities, as noted by a shift in the density plot.

**Figure 2:**
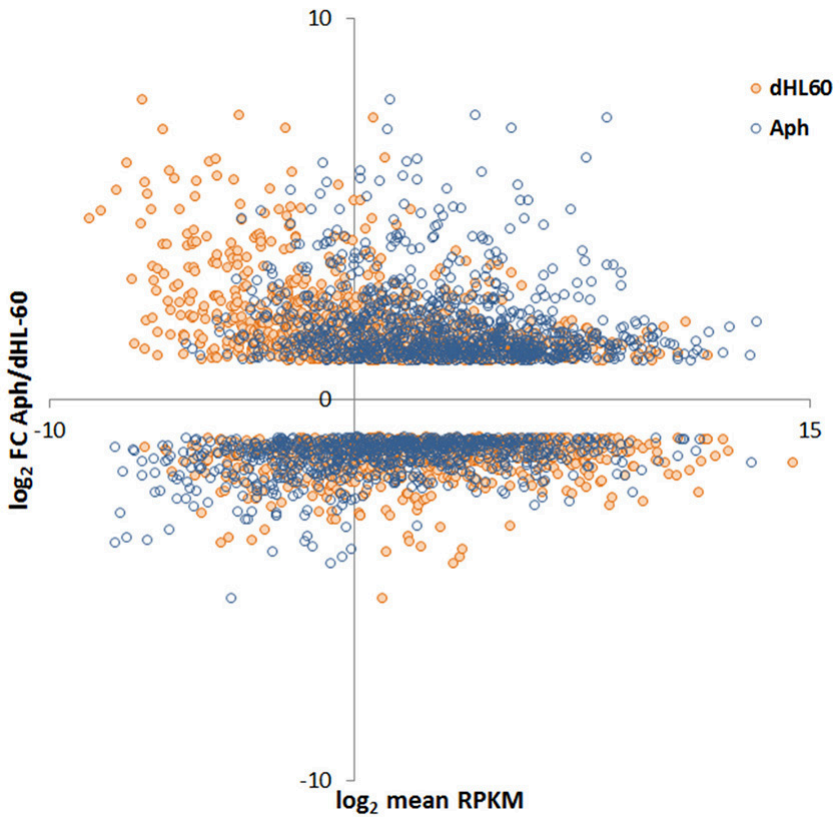
MA-plot of HL-60 cell gene expression in *A. phagocytophilum*-infected vs. uninfected cells. Here, the RPKM values for infected and uninfected cells were plotted against the single log_2_ fold-change value of *A. phagocytophilum*-infected/uninfected cells; thus, each infected/uninfected log_2_ fold value will have two distinct RPKM values. The plot demonstrates a marked shift of upregulated genes to higher RPKM values for *A. phagocytophilum*-infected vs. uninfected cells.

**Figure 3:**
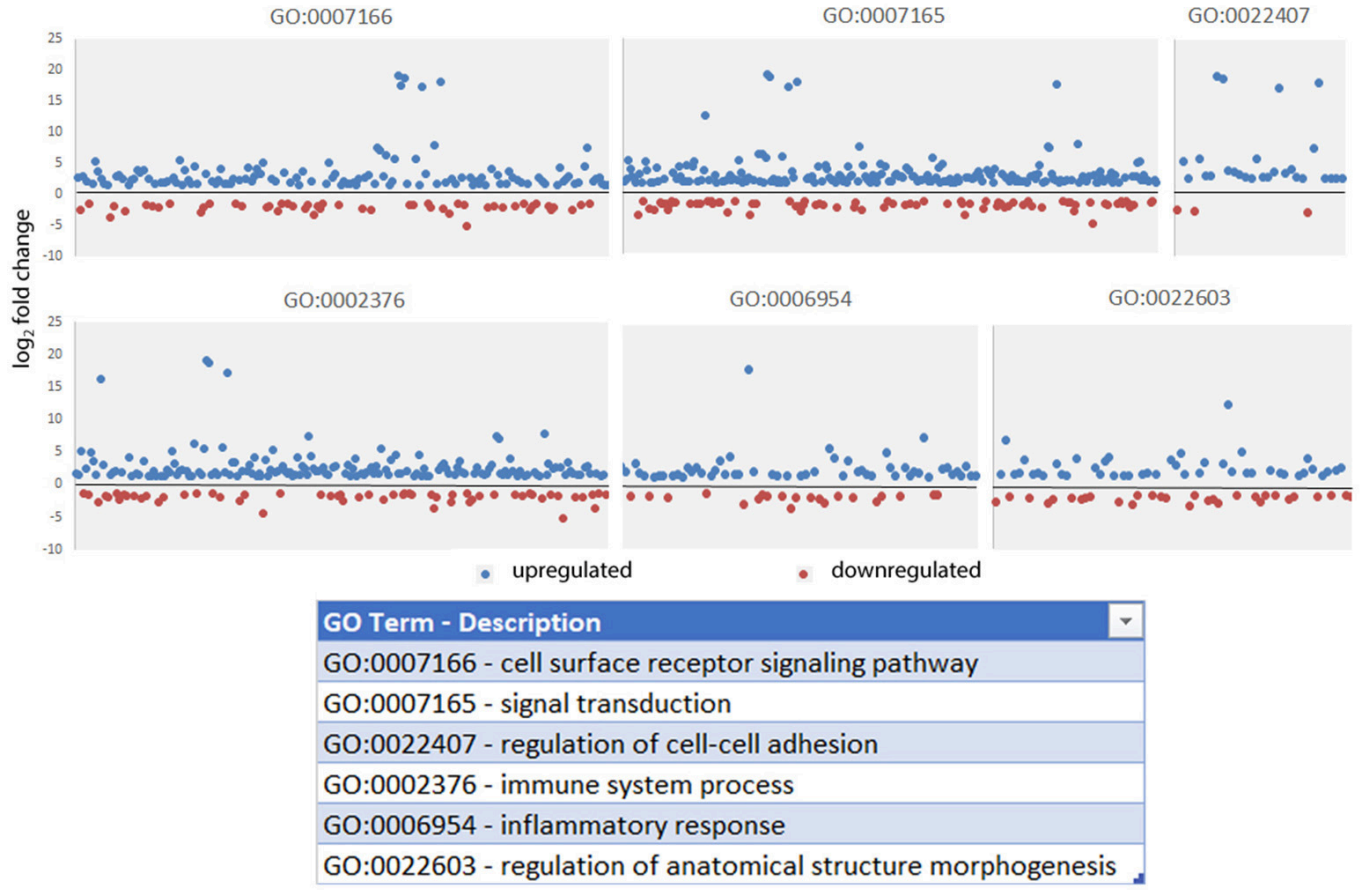
Gene Ontology processes significantly enriched in gene-level analysis of *A. phagocytophilum*-infected ATRA-differentiated HL-60 cells. Here, the absolute value of the log_2_ fold change in gene-level differential transcription was used to generate the list, and representative processes are shown here to demonstrate the range of differential gene transcription over several significantly-enriched processes known to be important for *A. phagocytophilum* survival and fitness.

**Figure 4:**
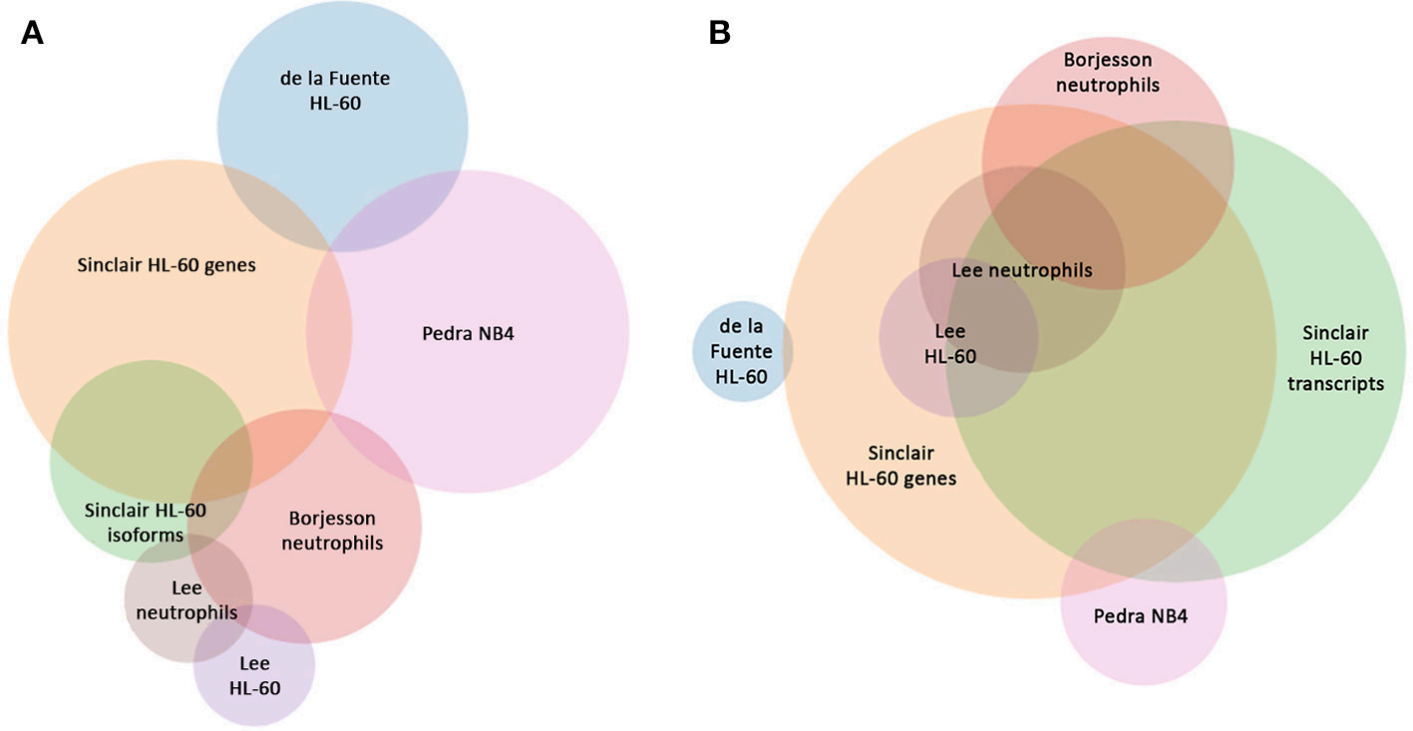
Comparison of shared differentially-expressed genes and GO Processes for *A. phagocytophilum* expression profiling in human myeloid cells and *ex vivo* neutrophils. **(A)** is based upon gene identifiers in each study and demonstrates a lack of overlap in shared differentially-regulated genes in six distinct studies, including five based on microarray analyses, and this study that separately analyzes gene-level and transcript level differential expression in ATRA-differentiated HL-60 cells. **(B)** is based upon GO processes enriched for each study and demonstrates the much greater similarity between studies. Venn circles are labeled by the first author of each publication from which data was derived; here Sinclair represents the data in this manuscript.

### *A. phagocytophilum* infection alters the expression of alternative splicing events in cellular transcripts

In order to examine whether an alternative cellular transcriptional landscape of infection by *A. phagocytophilum* occurs, the RNAseq data were evaluated for the presence of alternative transcript isoforms and compared with gene-level analyses. As with the gene-level analyses, only transcripts with absolute differential expression >2 fold between *A. phagocytophilum*-infected and uninfected ATRA-differentiated HL-60 cells were evaluated. 

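The deposited counts cover 57773 genes or gene features, listed by Ensembl identifier, and 28431 of them had at least 1 count in infected or uninfected cultures. Of these, 2632 were counted in infected cultures only and 2269 in uninfected cultures only. A count was found for 22645 ± 408 features (SD, n = 3) in infected and 22340 ± 176 features (SD, n = 3) in uninfected cultures. GENCODE release 44 mapped to GRCh37 paired 55538 of the identifiers with a gene symbol. Transcript isoforms were not analysed here, since the counts are per gene.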

Overall, 195,553 transcript reads were detected either in infected or uninfected cells, including transcripts from 59,747 unique genes or annotated gene features. After filtering for QC and significant fold change expression, but not FPKM cutoff, a list of 1,075 isoforms from 958 unique genes was identified, including 862 with one differentially expressed isoform, 77 genes with 2 differentially expressed isoforms, 17 genes with 3 differentially expressed isoforms, and 2 genes with 4 differentially expressed isoforms. Among the 96 genes with 2 or more differentially expressed isoforms, 60 genes were upregulated for all isoforms, 30 genes were downregulated for all isoforms, and 6 genes showed isoforms that were both up- and down-regulated. When the list was further filtered to include those with at least 1 FPKM, a total of 665 transcripts from 605 unique genes were identified, including 111 distinct transcripts representing alternatively spliced isoforms from 51 distinct gene loci. 

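All 51 gene loci with alternative splicing events in Fig. 6 were matched in the gene-level counts and passed the filter on low counts. Of these, 44 changed more than 2-fold (unadjusted p under 0.05), 31 upward and 13 downward, and the same 44 passed with Benjamini-Hochberg adjustment. With the replicate number as a block 44 passed again, and 40 passed with edgeR's glmTreat against a 2-fold change. At any fold change, 50 of the 51 had an adjusted p under 0.05 in edgeR's quasi-likelihood test. The median absolute log2 fold change was 1.37 at the 51 loci and 0.32 over all genes tested. The paper chose these loci for isoforms that changed more than 2-fold between these same conditions. The larger gene-level change was therefore largely set by that choice. CD74 (ENSG00000019582, chromosome 5 of GRCh37 from 149781200 to 149792532) was at 210.3 ± 14.8 CPM (SD, n = 3) in infected and 26.6 ± 2.11 CPM (SD, n = 3) in uninfected cultures, a log2 fold change of 2.98 (standard error 0.088, adjusted p = 5.47e-09 from edgeR's quasi-likelihood test). FADS2 (ENSG00000134824, chromosome 11 from 61560452 to 61634826) went from 12.2 ± 0.0599 to 61.7 ± 3.76 CPM (SD, n = 3), a log2 fold change of 2.34. CCR2 (ENSG00000121807, chromosome 3 from 46395355 to 46402431) was lower in every infected culture than in every uninfected culture (standard error of the log2 fold change 0.077, adjusted p = 3.94e-09 from the same edgeR test).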

Gene-level differential transcription was similar to that found with evaluation at the transcript level, when overall differential expression was calculated for isoforms found in those 51 gene loci (Figure 5). However, as in other studies of viruses and bacteria, RNAseq transcript isoforms yielded a distinct profile for transcriptional expression that supports the conceptual role of alternative splicing in control over host transcriptional programs and functions. Thus, PSI was calculated for each of the ASEs associated with specific genes, and examined in more detail for those with ΔPSI >7.5%. In this analysis, 51 genes had two distinct differentially expressed transcripts, 8 had 3 differentially expressed transcripts, and 1 had 4 differentially expressed transcripts (Figures 6, 7).

**Figure 5:**
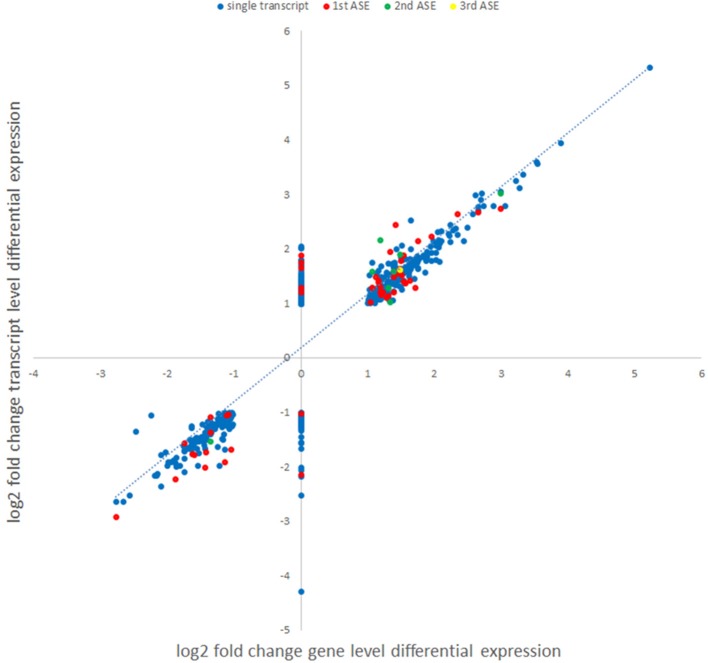
Comparison of gene level and transcript-level changes in expression between *A. phagocytophilum*-infected and uninfected ATRA-differentiated HL-60 cells. Each identified differentially-expressed transcript log_2_ fold change value was used to map the log_2_ fold change value of expression identified in the gene-level analysis. Alternative splicing events identified in the isoform analyses are labeled in different colors (blue, single or main transcript; red, first ASE; green, second ASE; yellow, third ASE). Genes lacking identified significant differential gene expression (assigned log_2_ fold change value = 0) for which differential transcription was identified at the isoform-level analysis.

**Figure 6:**
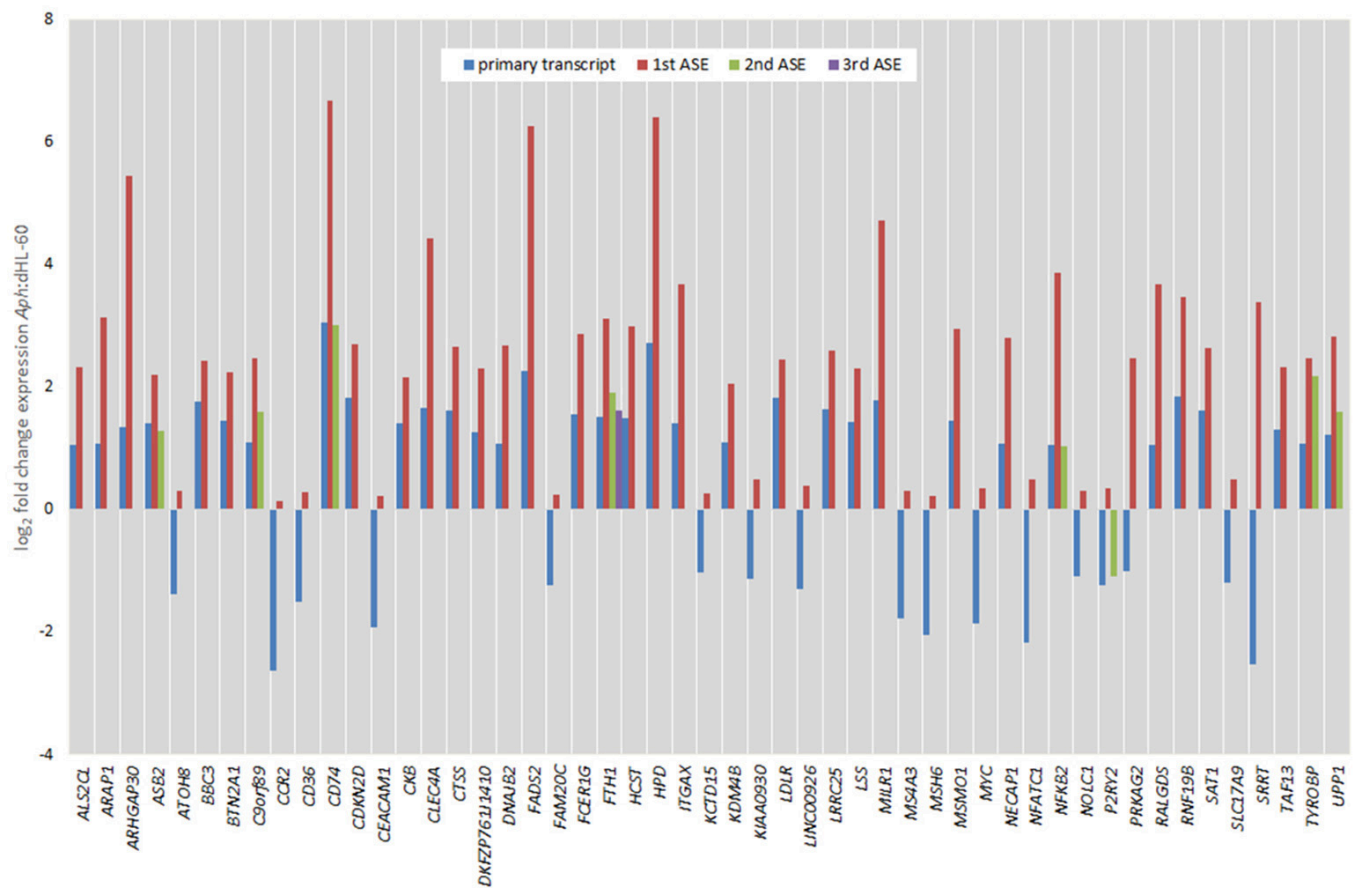
Comparison of fold change expression levels among alternative splicing events for 51 genes identified by transcript-level RNAseq. The primary transcript is shown in red, with ASEs depicted by blue, green, or yellow bars.

**Figure 7:**
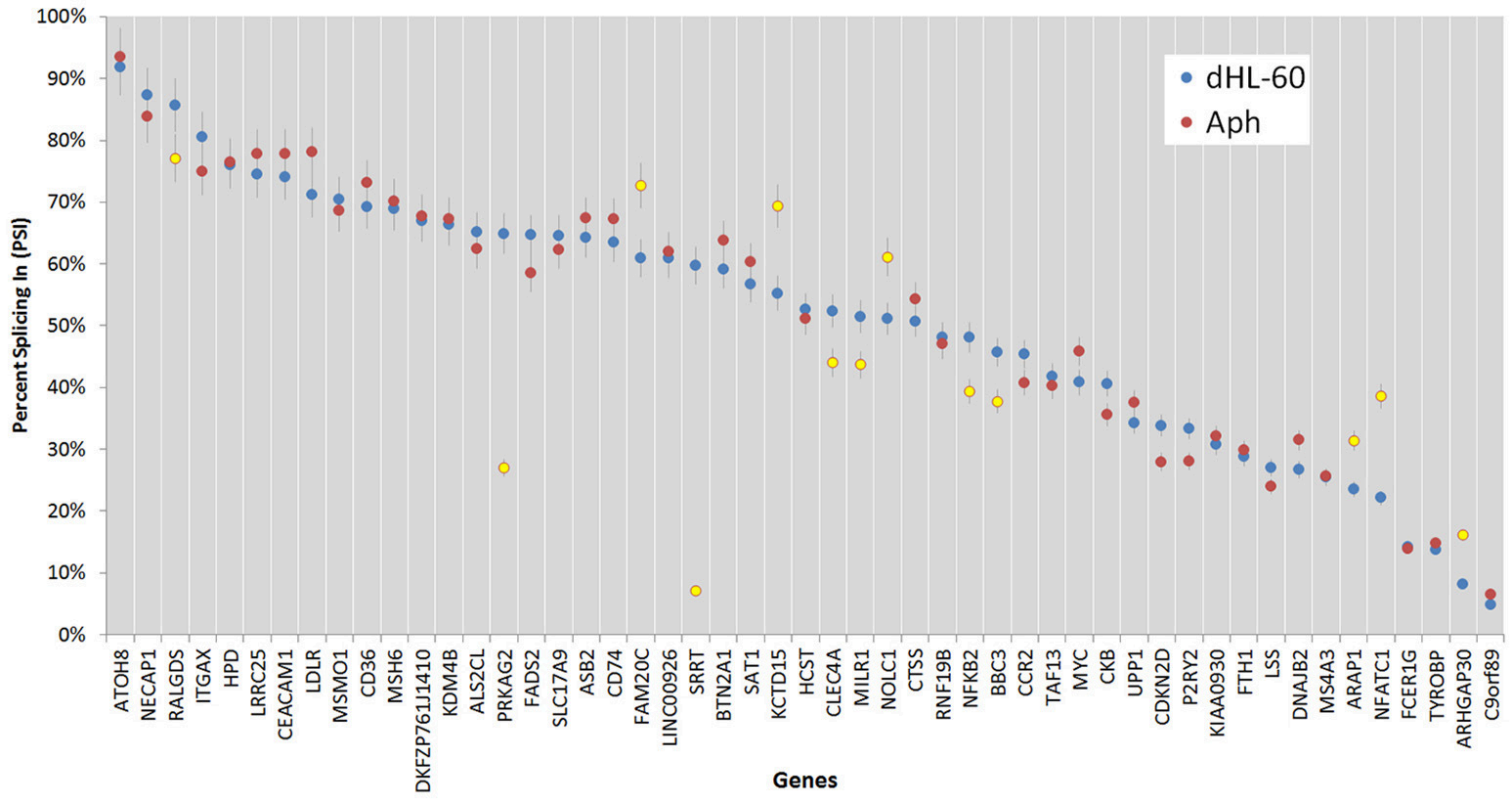
Percent splicing in for the alternative spliced events was calculated as described in the methods. The PSI distribution is shown for all ASEs; blue markers represent PSI values for uninfected ATRA-differentiated HL-60 cells; red markers show the PSI values for *A. phagocytophilum*-infected cells, with those deviating from the HL-60 PSI values by more than 7.5% highlighted in yellow; error bars represent 7.5% change range by comparison with infected or uninfected cells.

Of all ASEs, differential transcription varied considerably from marked upregulation, e.g., with *CD74* and *FADS2* to moderate downregulation, as with *SRRT* and *CCR2*. Of the 51 genes with ASEs, for 34, all ASEs were upregulated and for 15, all ASEs were downregulated; however, 2 genes had both up- and downregulated splicing events—as much as a 20-fold difference in isoform expression for *SRRT*, for which the gene product is believed to be involved in microRNA processing and in transcript splicing events (Figure 6). Similarly, for each gene, alternative splicing events were examined to generate the PSI metric for comparison of infected and uninfected cells, where large deviations (defined as >7.5% deviation from uninfected cell PSI) could indicate impacted processes in part regulated with *A. phagocytophilum* infection (Figure 7). Among the 51 genes with ASE events, the PSI for 13 varied from that of uninfected HL-60 cells by >7.5%, including seven for which PSI was less with infection, and 6 for which PSI was greater. For five genes, PSI was more than 10% changed (*SRRT*, −53%; *PRKAG2*, −38%; *NFATC1*, +16%; *KCTD15*, +14%; and *FAM20C*, +12%). Among the 13 genes for which ΔPSI was > 7.5%, differential gene-level expression was significantly lower or higher in infected cells for 8, although these had ΔPSI values below 15%, whereas the three genes with the greatest ΔPSI did not demonstrate gene-level differential transcription; yet, for each of two detected isoforms, at least one demonstrated significant differential expression (Figure 8).

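At the gene level, 8 of the 13 genes changed more than 2-fold (unadjusted p under 0.05), and the same number passed with the replicate number as a block. With edgeR's glmTreat against a 2-fold change 6 passed. NFKB2, BBC3, CLEC4A, ARHGAP30 and MILR1 were higher in infected cultures, with log2 fold changes of 1.33, 1.06, 1.74, 1.41 and 1.95. KCTD15, NOLC1 and FAM20C were lower, with log2 fold changes of -1.15, -1.05 and -1.44. The count was 7 when either infected replicate 1 or uninfected replicate 1 was left out. Among the genes with the greatest ΔPSI, SRRT (ENSG00000087087, chromosome 7 of GRCh37 from 100472725 to 100486285) was at 351 ± 7.02 CPM (SD, n = 3) in infected and 302 ± 16.7 CPM (SD, n = 3) in uninfected cultures, a log2 fold change of 0.22 (standard error 0.067, adjusted p = 0.019 from edgeR's quasi-likelihood test). That adjusted p rose above 0.05 in 3 of the 6 fits that each left out one culture. PRKAG2 (ENSG00000106617, chromosome 7 from 151253210 to 151574299) was at 30.5 ± 2.44 CPM (SD, n = 3) in infected and 30.8 ± 1.23 CPM (SD, n = 3) in uninfected cultures, which differ by less than the spread between cultures (adjusted p = 0.913 in edgeR). NFATC1 (ENSG00000131196, chromosome 18 from 77155856 to 77289325) fell from 148.5 ± 6.85 to 78.6 ± 4.52 CPM (SD, n = 3), a log2 fold change of -0.92 (adjusted p = 2.52e-06 in edgeR) that did not reach 2-fold. RALGDS and ARAP1 changed by 0.88 and 0.22.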

**Figure 8:**
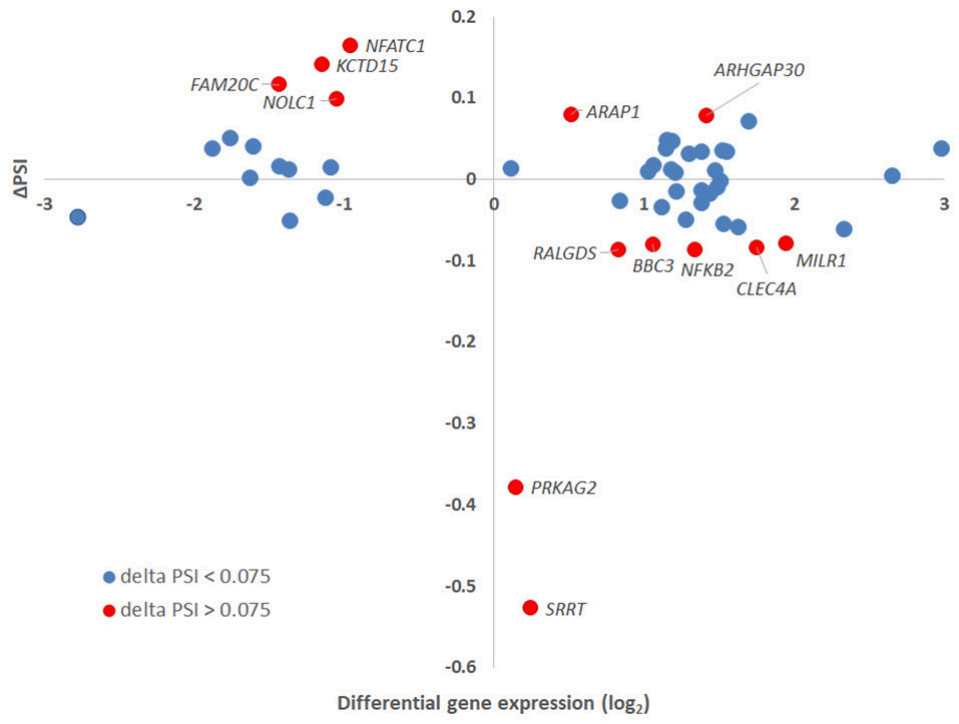
Delta PSI and gene-level differential expression. The absolute values of PSI for isoforms assigned to a specific gene were plotted against the gene-level differential expression in *A. phagocytophilum*-infected vs. uninfected ATRA-differentiated HL-60 cells. Thirteen genes had ΔPSI greater than 7.5%, but only eight had gene-level differential expression greater or less than 2-fold. Of the three genes with the greatest ΔPSI, none had gene-level differential expression changes greater or less than 2-fold, but at least one isoform for each of these was expressed at 2-fold greater or 2-fold lower levels than in uninfected cells.

### Transcript isoform length and spliceosome

Other investigators found that the average length of ASE transcripts decreases with infection. Figure S1 shows the relationship between transcript length for those significantly transcribed isoforms with more than one isoform detected vs. those transcripts for which only a single isoform was identified. There were no significant differences identified in transcript length or in fold-change gene expression associated with transcript length (*p* = 0.114; Student's *t*-test) when ASEs were compared with single transcripts. Since 51 of 606 genes (8%) in gene-level RNAseq and 111 transcripts were identified in transcript-level RNAseq from those 606 genes, it was evident that the spliceosome and its components were likely involved, as observed with viral and *M. tuberculosis* infections. Thus, expression of genes encoding components of the spliceosome were examined at gene- and isoform-levels to determine whether alternative splicing of transcripts encoding spliceosome components could also be impacted by this process. 

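Of the 135 spliceosome genes of Table S1, 132 were matched to the counts and 128 passed the filter on low counts. None of the 128 changed more than 2-fold at an unadjusted p under 0.05, and none did with the replicate number as a block. At any fold change, 58 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test and 48 an adjusted p under 0.05, 30 of these higher and 18 lower in infected cultures. Among all 14985 genes tested, 8303 had an unadjusted and 7396 an adjusted p under 0.05 in that test. Both are larger shares than among the spliceosome genes. The log2 fold changes lay between -0.51 and 0.82, with a median absolute value of 0.17. HNRNPC (ENSG00000092199, chromosome 14 of GRCh37 from 21677295 to 21737653) was at 563 ± 16.8 CPM (SD, n = 3) in infected and 455 ± 9.39 CPM (SD, n = 3) in uninfected cultures, a gene-level log2 fold change of 0.31 (standard error 0.063, adjusted p = 0.00193 from edgeR's quasi-likelihood test). Of the other 8 genes with a changed isoform in Table S1, 7 had an adjusted p under 0.05, 6 of them higher and 1 lower at the gene level. PRPF18 overlapped between the groups (log2 fold change 0.52, adjusted p = 0.0614 in edgeR).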

At the gene level, none of the 135 genes in the sliceosome list were identified as differentially regulated; however, when the list of differentially transcribed isoforms was examined, 9 isoforms were identified spanning all components of the sliceosome complex, and with the exception of *HNRNPC* (−3 log_2_-fold), all were upregulated with infection at an average of 4.7 log_2_-fold (range 3.2- to 6.1 log_2_-fold) (Table S1).

### Gene ontology analysis of genes, transcripts, and ASEs

To determine whether separate functions could be regulated or directed by the ASEs promoted with infection, all gene-level identifications, transcripts and separately ASEs were examined for enrichment in GO process analysis. This identified 430 GO Processes associated with differentially expressed genes at *p*-values < 0.001. When differentially expressed transcript gene IDs were examined as a single list ranked by absolute value log_2_-fold change in expression, GO analysis identified 53 processes, which have relevance for *A. phagocytophilum* fitness (Tables S2, S3). Owing to the inclusion of background sets for some, GO process analysis focusing on all differentially expressed transcript isoforms (using all detected transcripts as background) and ASEs sorted according the absolute ΔPSI (using all differentially expressed transcript isoforms as background) revealed larger sets of GO processes: 393 for differentially expressed transcripts and 64 for differentially expressed ASEs; 84 GO processes were identified in both the differential transcript and ASE evaluations. For all differentially expressed transcripts, these focused on host defense, inflammatory response, respnose to external stimulus, cytokine-mediated signaling, signal transduction regulation, vesicle transport, programmed cell death regulation, chemotaxis, and related subprocesses; with ASE enrichment, GO analysis revealed shared pathways, including those specific for neutrophils (neutrophil activation in immune response, degranulation, regulated exocytosis, leukocyte migration, regulation of myeloid leukocyte differentiation) and pathways not shared (including cellular response to low-density lipoprotein particle stimulus, intestinal lipid absorption, intestinal cholesterol absorption, sterol import, cholesterol import, positive regulation of myeloid leukocyte cytokine production involved in immune response, positive regulation of macrophage cytokine production, positive regulation of cytokine production involved in immune response, regulation of blood coagulation, regulation of hemostasis, regulation of coagulation, among others) (Figure 9A and Table S2). In fact, owing to the related nature of GO processes in myeloid and bone marrow-derived cells, biological processes predicted by GO often share gene products that have overlapping or multiple functions (Figures 9A,B); thus, significant enrichment for similar processes is observed by GO processes identified separately by gene-, transcript-, and ASE-level analyses. Overall, many but not all GO Processes were shared among gene-, transcript-, and ASE-level analyses, and each analysis identified uniquely enriched GO Processes not significantly enriched otherwise (Figure 9B; Table S2; Figure S2).

**Figure 9:**
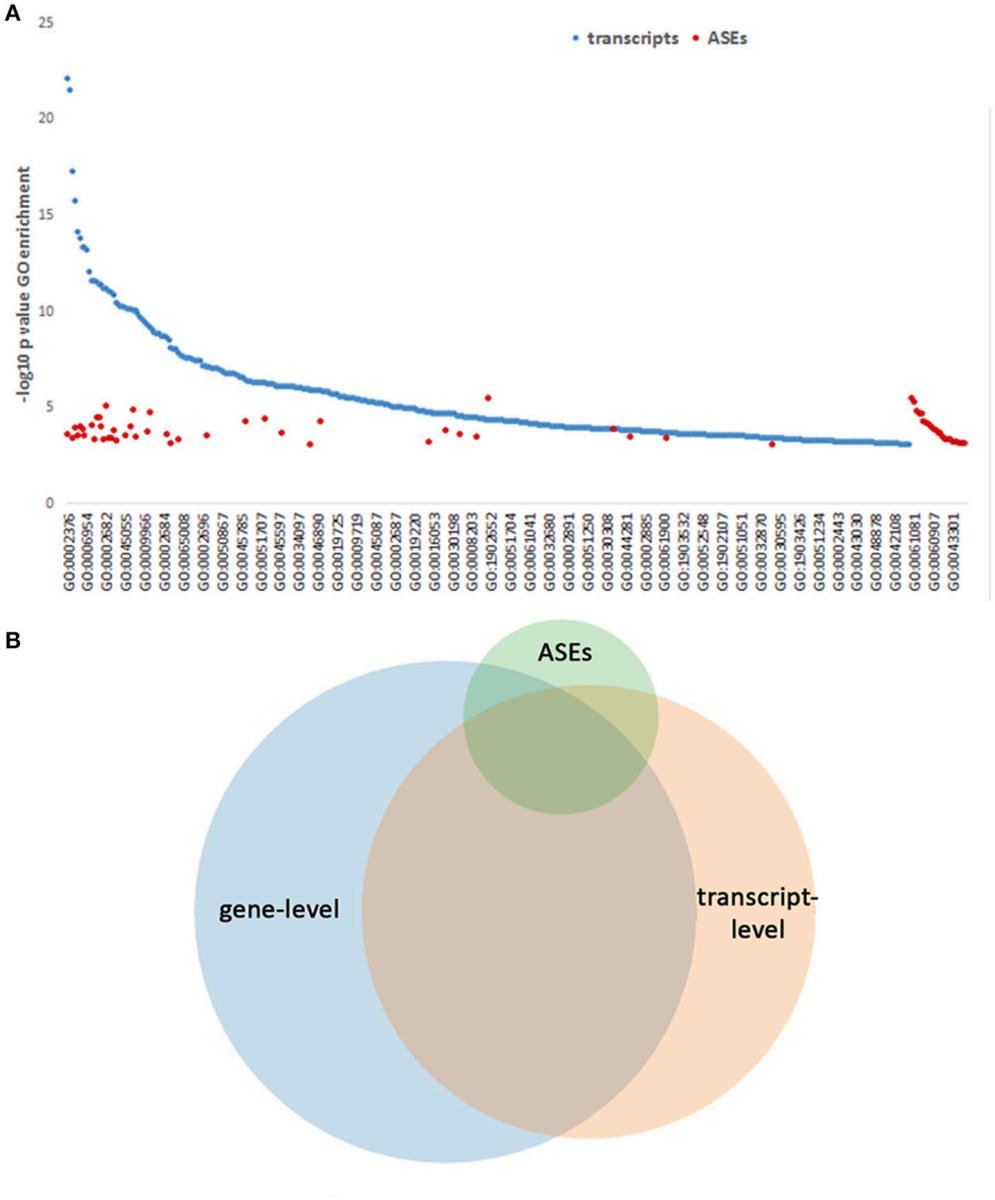
GO Process predictions based on gene-level, transcript-level, and ASE analyses. GO Processes were queried and those with *p*-values < 0.001 for each of the above categories are displayed ranked by –log_10_ *p*val for display. **(A)** GO Processes identified by transcript analysis span a wide range, with some overlap of those GO Processes identified by ASE only analysis, which predicts additional pathways. The full list of GO processes represented on the x-axis is included in Table S2. **(B)** Venn diagram showing the overlapping GO Processes identified by gene-level, transcript-level, and ASE-level analyses, demonstrating a unique set of GO Processes associated with ASEs.

## Discussion

In the post-genomic era, a major incongruency between the numbers of genes in the human genome and the number of protein products is widely recognized (Wang et al., 2008). There are two major processes by which the eukaryotic proteome is expanded from that encoded by single genes in the genome, including alternative splicing and alternative translation initiation signals (Miles et al., 2017). For the former, pre-messenger RNA processing in eukaryotes results in the production of several or many mRNA variants from a given gene (Baralle and Baralle, 2017). While this premise indicates that alternative splicing from individual genes generates isoforms and functional diversity, the overall impact of alternative splicing and its effects on regulating and tuning gene networks is now increasingly studied. Alternate splicing clearly plays a critical role in generating biological complexity and is thereby subject to dysregulation as observed with abnormalities in the spliceosome as associated with some human diseases (Barash et al., 2010), or in development (Keightley and Lieschke, 2017), cancer (Narayanan et al., 2017), and other inherited disease processes (Ramanouskaya and Grinev, 2017). The roles that such alternate splicing events play after exposure to or under the direct influence of infectious agents, in particular microbes and viruses for which the eukaryotic genome, transcriptome, and metabolome are extensions of the agent's genomic repertoire, is in particular underappreciated (Boudreault et al., 2016; Kalam et al., 2017; Wang et al., 2017).

While viral infection is well-known to promote alternative splicing as a mechanism for subversion of host processes, improvement of viral fitness, and in pathogenic outcomes, the extent to which alternative splicing occurs in both viruses, and more recently with intracellular bacterial infection, is at minimum abundant and of potentially great impact toward understanding pathogenicity (Akusjarvi, 2008; Boudreault et al., 2016; Hu et al., 2016; Graham and Faizo, 2017; Kalam et al., 2017; Wang et al., 2017). *M. tuberculosis* infection pathogenicity directly relates to alternative splicing events that vary with time after infection of cultured macrophages, leading to transcription of some isoforms for which premature stop codons are present that preclude translation and result in early degradation through nonsense mediated decay (Kalam et al., 2017). Other isoforms exclude or include one or more exons, providing new contributions to the proteome each with a potentially distinct functional outcome.

Here we demonstrate that by using next generation RNAseq methods that can identify the presence and quantity of mRNA isoforms, not achievable with microarray analyses previously used to discern expression pattterns of human genes with *A. phagocytophilum* infection, that there is extensive global alternative splicing. The methodology we used has some advantages and disadvantages: infection of human neutrophils *ex vivo* by *A. phagocytophilum* is challenging and the mere manipulation of neutrophils *ex vivo* presents a variety of obstacles including achieving infection among even a small proportion of cells for which the whole population is used in average to estimate transcriptional responses to active infection (Borjesson et al., 2005; Lee et al., 2008; Rennoll-Bankert et al., 2014). To overcome this barrier, we and others have employed myeloid model cell lines that allow high levels of infection to be achieved, but suffer from potential confounding experimental outcomes owing to genomic rearrangements, deletions, or aneuploidy of cells like HL-60 and NB4 promyelocytic leukemia cells, PLB-985 acute myelomonoblastic leukemia cells, or THP-1 acute monocytic leukemia cells (Goodman et al., 1996; Pedra et al., 2005; Garcia-Garcia et al., 2009a; Rennoll-Bankert et al., 2014). We previously showed that the use of ATRA-differentiated HL-60 cells yields a transcriptional profile like that of infected neutrophils that are sorted to high proportion of infection than could be achieved with bulk culture alone (Rennoll-Bankert et al., 2014). Using this approach, we identified the transcriptional responses of *A. phagocytophilum*-infected ATRA-differentiated HL-60 cells compared to mock-infected cells as a basis for advanced studies of gene regulation in the context of infection, including the epigenome and how *A. phagocytophilum*-exported DNA-binding proteins impact gene transcription and nuclear architecture.

Through the process of RNAseq, we established both gene-level transcriptional responses, identifying 1,740 differentially expressed genes, and these genes predicted similar gene ontology processes as observed using microarray transcriptome analysis in primary human neutrophils and any of the myeloid cell types able to sustain infection. In contrast, the algorithms used to identify differentially expressed transcript isoforms yielded a smaller number overall-−605 gene IDs among a total of 665 total differentially expressed transcripts, including 51 ASEs with 111 unique transcripts, including 8 with 3 distinct isoforms, and 1 with 4 isoforms that were differentially expressed. That 18% of all differentially expressed genes identified at the transcript isoform level with FPKM >1 included alternative splicing events was a surprising finding, but consistent with the emerging literature with virus and *M. tuberculosis* studies. Our study was limited in that whether these differentially expressed ASEs were previously identified in neutrophils was not examined.

The *M. tuberculosis* and viral infection studies underscore several features of interest, which we pursued (Boudreault et al., 2016; Kalam et al., 2017). For *M. tuberculosis*, an increase in the expression of truncated and non-translatable isoforms was found, especially with more virulent infections, and included a significant regulation of the macrophage spliceosome components that presumably belie these events. This obervation is an example of how controlling key checkpoints or master regulators can have a very substantial effect on the biology of the infected cells and the microbe (Sinclair et al., 2014). For viral infections, a variety of global changes, of similar magnitude as seen here with *A. phagocytophilum* infection, also occur, but unlike for *M. tuberculosis*, there are only limited changes in expression or splicing patterns of splicing factors, except for the overexpression of an alternative transcript from the splicing regulator *ESRP1* (Boudreault et al., 2016). Another observation shows that *M. tuberculosis* infection of human macrophages yields overall shorter transcripts associated with ASEs and that this is associated with reduced translation into proteins. A similar phenomenon was not identified with *A. phagocytophilum*, where the average transcript size of the alterative isoforms did not vary significantly from uninfected to infected conditions. Similarly, of the 136 genes most involved in the human spliceosome, considerable alternative splicing events in this group were not noted with virus or with *A. phagocytophilum* infection. However, with *A. phagocytophilum* infection of differentiated HL-60 cells, in the transcript analysis (but not in the gene-level analysis), there was marked differential expression of spliceosome transcripts that potentially impact each of the critical spliceosome stages. Whether such differential expression impacts the high degree of alternative splicing observed is not known, but is under study.

Perhaps of greatest interest is how the differentially-expressed alternative spliced transcripts or transcript gene IDs not detected as differentially regulated with gene-level analysis, predict altered cellular processes that govern cell function. *A. phagocytophilum* infection has a profound impact on neutrophils including alterations at virtually every cardinal funtion (Dumler, 2012). Many of these changes can be documented to be in part regulated at the level of gene transcription (Sinclair et al., 2014). For some of these changes a direct regulatory role has been established for the *A. phagocyotphilum* type 4 secretion system effector AnkA, while other secreted effectors have a greater impact by protein-protein interactions in signaling, cytoskeletal alterations, or endosomal trafficking (Carlyon and Fikrig, 2006; Rikihisa, 2011; Truchan et al., 2013; Rennoll-Bankert et al., 2015). While no apparent direct association of AnkA with the ASEs was observed (data not shown), *A. phagocytophilum* significantly regulates DNA methylation, in particular at intron and exon junctions, and DNA methylation is posited as an important mark for slowing of RNA polymerase and induction of alternative splicing (Shukla et al., 2011; Maunakea et al., 2013; Sinclair et al., 2015). Likewise, no specific colocalization of meDNA and ASEs was established here.

Reprogramming of cellular functions can be a challenge to study, and surveys of process changes can be conducted using bioinformatic tools such as gene ontology (GO) analysis. While the GO analysis at the gene- and transcript-levels identified core shared processes enriched during *A. phagocytophilum* infection of differentiated HL-60 cells, there remained a unique set identified solely by one or the other method of differential gene expression analysis. Likewise, the analysis of the smaller 51 gene, 111 transcript set of alternatively spliced isoforms identifies both shared and unique sets of GO processes, the latter predominantly focused upon lipids, lipoproteins, and cholesterol/sterol metabolism, but also including regulation of cytokine production and neutrophil degranulation, all recognized as critical events for *A. phagocytophilum* fitness leading to enhanced intracellular survival and spread (Dumler, 2012). That the regulation of lipids and lipoproteins was somewhat selectively enriched when ASE differentially expressed genes were examined suggests a more specific role in these processes, for which recent investigations have shown a critical role for cholesterol (Manzano-Roman et al., 2008; Xiong and Rikihisa, 2012), phospholipid and eicosanoids (Wang et al., 2016), as well as lipoproteins and polar lipids (Choi et al., 2004b; Choi and Dumler, 2007) which can directly or indirectly affect proinflammtory state in neutrophils that results in cytokine production and initiation of innate and adaptive immune response, including inflammasome triggering (Dumler et al., 2000, 2007; Martin et al., 2000; Wang et al., 2016). Of course, in silico analyses leave great overlaps and suggest cross-talk because the GO processes identified by each approach applied here share many genes. Although little investigation has been conducted of how infection affects gene regulation at the level of pre-messenger RNA processing and splicing, this work indicates that ASEs are a significant comoponent of the transcriptional response to *A. phagocytophilum* infection. Yet, those attributes of ASEs identified for viral and *M. tuberculosis* infections are not entirely shared with observations of ASEs in *A. phagocytophilum* infection. This provides evidence that a diversity of responses to infectious agents can further focus and refine the host cell proteome. How these events inform the separate aspects of microbial fitness in the unusual niche of a neutrophil vacuole, from the ability to sense microbial infection, such as via the inflammasome, to eliciting inflammatory injury and immune dysregulation will be clearly more complex than anticipated, and will be an area for intense investigation over time.

## Data availability

The datasets generated and analyzed for this study can be found in the Gene Expression Omnibus database with GEO Accession GSE107770 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE107770).

## Author contributions

JSD helped to design the project, coordinated experimental and analytical approaches, analyzed data and wrote the manuscript. SS conceived the project, designed the experimental project, executed the experiments and coordinated the library preparations and the sequencing. AS conducted primary bioinformatics processing and quality control of the sequencing data, conducted the majority of the identification of RNA isoforms, and provided statistical analysis for quality control purposes. All authors contributed to writing and revisions of the manuscript.

### Conflict of interest statement

J. Stephen Dumler: The opinions expressed herein are those of the author(s) and are not necessarily representative of those of the Uniformed Services University of the Health Sciences (USUHS), the Department of Defense (DOD); or, the United States Army, Navy, or Air Force.

The other authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

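Gene-level RNAseq counts of 3 A. phagocytophilum-infected and 3 uninfected cultures of ATRA-differentiated HL-60 cells were used. The authors trimmed the reads with the FastX-toolkit, aligned them with TopHat to GRCh37 and deposited the raw count of reads on each gene, without normalization; the paper's text does not name the counting tool, its annotation or versions. The RPKM, FPKM, isoform and percent spliced-in values of the authors were not analysed here, so beside statements on isoforms only gene-level values are given, and GO term lists were not used here.

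Gene symbols and positions came from GENCODE release 44 mapped to GRCh37, the build the paper states; 55538 of 57773 identifiers matched. Of the gene lists, RNU2-1, RBM8A and CWC25 of Table S1 and CCL3, CCL4 and SOD2 of a hand-written list were not matched. NAA38 of Table S1, listed there beside LSM2 to LSM7, was taken as LSM8, of which it is a synonym in RefSeq; this match was corrected after the values had been seen. Between 27601965 and 31494283 reads were counted per culture, so 3 counts correspond to at most 0.109 CPM. Such floors cover counting error only, since the libraries carry no molecular identifiers.

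Genes were filtered with filterByExpr, normalized with TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment. The thresholds, p under 0.05 and more than 2-fold change, are the paper's; the authors used Cuffdiff, which needs alignments. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Gene lists were tested with camera (inter-gene correlation 0.01). Values compared between groups without a model were tested by exact permutation, for which 0.1 is the smallest p. On simulated counts with 194 changed genes among 14767, the edgeR test recovered 99.0% of them and made 0 false calls. Every simulated change was well past 2-fold, all other genes had none, and far fewer genes changed than in the cultures. These rates therefore say nothing about errors near the 2-fold threshold.

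The comparisons at the claims with their tests, the alternatives and the rule for naming genes were fixed before the data were examined, apart from the additions named here; most tests of technical explanations were chosen after the results had been seen. The alternatives were DESeq2 1.42.0, limma-voom with limma 3.58.1, RLE size factors, library totals, other filters, glmTreat, a replicate block, leaving out each culture, and other pseudocounts, scalings and thresholds. A test of the distribution with cultures paired by replicate number was added after the values had been seen. The pairing for the block comes from the replicate numbers in the sample labels; the paper does not say that equal numbers were handled together. The text names the genes the paper names, the 13 genes of Fig. 8, the 9 genes of Table S1 with a changed isoform, CYBB, members of the hand-written lists, and the 5 largest increases and 5 largest decreases with an adjusted p under 0.05, at least 10 CPM in one group and complete separation. That rule allowed any list member; the members named were narrowed, after the counts had been explored, to the first 2 tested members in the order in which each list was written. Results for some of these genes, and a test that needs one of them, are not reported here.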

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

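The tests of list properties, normalization, lanes, paralogs and ATRA-driven differentiation below were chosen after the results had been seen. The camera fits and the fits with library totals that they draw on were set before the data were examined.

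Neutrophil primary granule and early myeloid genes, which the paper does not discuss as a group at the gene level, were lower in infected cultures. The median log2 fold change of the 17 tested genes was -1.57, with 17 of 17 lower and 15 lower by more than 2-fold (edgeR's camera, adjusted p = 1.09e-21). MPO had a log2 fold change of -1.66 and ELANE of -1.65. Among 10000 random lists matched on GC content, exon length and mean expression, the list's median was at percentile 0. With library totals in place of TMM the median was -1.53. The 12 members without a near-identical copy had a median of -1.60, so reads shared between paralogs do not account for it. Over the 9 ways of assigning the libraries to 2 lanes that mix the conditions, the smallest median difference inside a lane was -1.35. A lane effect acting through GC content, exon length or expression would move the matched lists too. Their medians lay mostly between -0.22 and 0.24, which argues against such an effect for this list. Any other effect of a lane for each condition cannot be told apart from infection. Further ATRA-driven differentiation would predict that ATRA-induced and mature granulocyte genes rise as a list. The list did not pass the threshold (camera, adjusted p = 0.211), with 13 of 25 higher, 7 higher and 3 lower by more than 2-fold, and log2 fold changes between -1.60 and 5.40. A test of direction over a list that moves both ways does not rule out further differentiation. CD38 had a log2 fold change of -0.79, ITGAM of 1.07 and CYBB of -0.32. Further differentiation and any such other effect of a lane for each condition therefore remain open beside an effect of infection, which is a hypothesis. The labels' source name for the uninfected samples, the promyelocytic line, also leaves open a difference in ATRA treatment between the groups.

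Hypoxia and glycolysis genes, also not discussed in the paper, were higher as a list in infected cultures. The median log2 fold change of the 25 tested genes was 0.51, with 23 of 25 higher and 8 higher by more than 2-fold (edgeR's camera, adjusted p = 4.57e-10). The rise was uneven, with log2 fold changes between -0.38 and 3.79 and a lower quartile of 0.17. The 2 members that were lower encode enzymes of glycolysis, so a rise of glycolysis genes on their own is not shown. HK2 had a log2 fold change of 0.68 and PFKFB3 of 0.12, the latter not past the adjusted threshold (adjusted p = 0.201 in edgeR). The list's median was at percentile 100 of the matched random lists and was 0.55 with library totals. The smallest median difference inside a lane was 0.39. A lane effect acting through GC content, exon length or expression would move the matched lists too. Their medians lay mostly between -0.19 and 0.20, which argues against such an effect for this list. Any other effect of a lane for each condition cannot be told apart from infection. Cell density or oxygen in the cultures was not tested.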

How the results depend on the processing

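Of 17 results, 10 were unchanged under the alternatives run: tested results kept their direction and side of the threshold, and gene counts stayed near their size. The other 7 are given below; they include the share of counts, which has no test and kept its direction but moved by more than the SD between cultures with library totals and without uninfected replicate 2. The number of differentially expressed genes at an unadjusted p, 1626, was 2584 without a filter on low counts and 8303 without a fold-change threshold. With glmTreat it was 1163. At an adjusted p, 1613 became 728 with glmTreat, applied with the adjusted p. Across the 6 fits that each left out one culture the counts ran from 1745 to 1891 and from 1639 to 1853. The cause was not tested.

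The HLA class I list (median log2 fold change 0.17, not past the adjusted threshold) passed it with library totals (0.21), limma-voom (0.16) and no filter on low counts (0.16), and ran from 0.16 to 0.25 with one culture left out, passing in 2 of the 6 fits. The ATRA-induced list (0.046) reversed to -0.037 with a mean of at least 10 counts and ran from -0.035 to 0.17 with one culture left out. The cause was not tested.

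The shift of the median log2 CPM (0.034) reversed to -0.082 over the genes with a count in the culture at hand, to -0.0092 with TMM effective library sizes and to -0.011 with the 100 genes with the most counts left out of the total; with one culture left out it ran from 0.021 to 0.045. TMM centres the log ratios between libraries, so the sign with TMM says nothing about the shift. Leaving out the 100 genes moves all genes of a library alike, by the share of counts those genes hold (21.5% in infected and 23.9% in uninfected cultures), so that sign follows from these shares. The alternative over genes with a count changes the genes, not the scaling, and the cause of its sign was not tested. The difference in the number of genes with a CPM of at least 1 (60.7) reversed to -70.3 at a threshold of 0.1 CPM and ran from 18.7 to 134 with one culture left out. The difference in the share of counts (4.26 percentage points) was 4.36 with library totals and ran from 4.26 to 4.37 with one culture left out.

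Of the 42 named genes that were followed through the alternatives, 38 kept their direction and side of the adjusted threshold. PRPF18 was not among the 42. PRKAG2 reversed to 0.030 with library totals and ran from -0.063 to 0.054 with one culture left out. The other changes, 8 weaker fits at ARAP1, SRRT and CYBB, came with one culture left out. With 3 cultures in each group, no exact permutation test can go below 0.1.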

Differences from the paper's values

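The paper gives averages of more than 81000000 reads for infected and 89000000 for uninfected cultures; the mean total count on genes was 29712541 and 28862396. The paper's values are sequenced reads and these are counts on genes, and no alternative was set for them.

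In the paper, the gene-level log2 fold change of ARAP1 is about 0.52 in Fig. 8, read by eye; here it was 0.22, and none of the alternatives set before the data were examined closed the gap (0.18 to 0.27). For PRKAG2 the paper's value is about 0.14 in Fig. 8, read by eye, against -0.012 here. Without infected replicate 2 it was 0.054, within the spread between cultures of the paper's value; the other alternatives set before the data were examined did not close the gap. With edgeR and TMM on all cultures the other 11 genes of Fig. 8 did not differ; under at least 1 alternative RALGDS, NOLC1, NFKB2, NFATC1, KCTD15 and SRRT did.

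The paper describes a pronounced rise in the overall quantity of gene-level transcripts with infection (Fig. 1B). Here the median log2 CPM differed by 0.034 (exact permutation test, p = 0.2). The infected culture was higher in 3 of 3 same-numbered pairs, a comparison added after the values had been seen (exact sign-flip test, p = 0.25, the smallest possible). In Fig. 3 the paper plots gene-level increases above 8.69, the largest log2 fold change among the 14985 genes kept here by the filter on low counts. For a gene with 0 CPM in uninfected cultures the prior count sets the size, so such largest values need not be comparable.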

Other observations

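The culture splits, the camera tests, the fits with library totals and the distribution over differentially expressed genes were set before the data were examined. The other tests in this part were chosen after the results had been seen.

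The 6 cultures can be split into groups of 3 in 10 ways, and 4 of these, the real one included, part every same-numbered pair; the other 6 keep some same-numbered cultures together. With 4 splits the share can never be under 0.05. The real split was the 1 of the 4 with as many differentially expressed genes, at an unadjusted or adjusted p, and the largest other one gave 17 and 0 genes. It was also the 1 of 4 for the loci with alternative splicing events, the genes of Fig. 8, and the lists for HLA class II, HLA class I, interferon signaling, BCL2 and IAP families, primary granule, cholesterol, hypoxia and NF-kB genes. The paper chose those loci and the genes of Fig. 8 for isoform changes between these same conditions. The result for them was therefore largely set by that choice. For the ATRA-induced list 2 of the 4 were as large. For the spliceosome genes all 4 gave 0, where 58 of the 128 tested had an unadjusted p under 0.05 at any fold change in the real split. Over all 10 splits the number as large was 2 for HLA class I, 7 for the ATRA-induced list and 10 for the spliceosome genes, and 1 for the others.

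The 9 tested HLA class II genes rose (median 3.43), at percentile 100 of the matched random lists. The median was 3.47 with library totals, and the smallest median difference inside a lane was 2.945. The 3 members outside the HLA family had a median of 1.53. A lane effect acting through GC content, exon length or expression would move the matched lists too. Their medians lay mostly between -0.45 and 0.44, which argues against such an effect for this list. Any other effect of a lane for each condition cannot be told apart from infection.

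Cholesterol synthesis and uptake genes rose in 20 of 20 cases (median 0.87, camera adjusted p = 1.56e-15), with HMGCS1 at 1.51. The median was at percentile 100 of the matched lists, 0.91 with library totals, and at least 0.81 inside any mixed lane. The ATRA-induced list (median 0.046) was at percentile 70.2, 0.089 with library totals and -0.025 at the smallest inside a lane, so no shift of that list's median was found. The 20 tested NF-kB target and cytokine genes had a median of 1.02, with 19 higher (camera, adjusted p = 1.11e-23), and NFKB1 rose by 0.82.

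Deviations from the group mean were shared across the groups: infected replicates 1 and 2 deviated with uninfected replicate 2, and infected replicate 3 with uninfected replicates 1 and 3. The mean correlation inside these groupings was 0.23; they were read off the same correlations, so this value adds nothing for or against a lane. Across genes, which are not independent replicates, this axis correlated with GC content (Spearman's rho 0.42) and exon length (rho -0.32). A candidate explanation is a technical difference in library preparation or sequencing related to GC content and length. Without lane labels a lane cannot be told apart from other shared handling.

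Over the 1626 differentially expressed genes the median log2 CPM differed by 0.44 between infected and uninfected cultures, against 0.034 over all genes kept by the filter. More of these genes were upregulated than downregulated, and they were chosen on the same cultures, so this cannot show whether a distribution limited to such genes could explain the shift in Fig. 1B.

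The spliceosome genes had a median absolute log2 fold change of 0.17, at percentile 0.040 of 10000 random lists matched on mean expression, which had a median of 0.26. In 23 of 10000 such lists no gene changed more than 2-fold at an unadjusted p under 0.05.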
